A study of Mus musculus with 6 samples. Its data were reported in "Brain miR-137 governs growth and development via GH/IGF-1 signaling" (2025).

How the data were processed

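Liver RNA of Mir137−/− and Mir137+/+ mice at postnatal day 14 was measured with a whole-genome mouse expression array of Affymetrix, with 3 arrays per genotype and 1 mouse per array. Groups were taken from the genotype in the sample labels. The deposited table held log2 probe set summaries made by the authors, with 45101 probe sets on 6 arrays and values from 1.22 to 13.79. The methods of the study name RMA summarization with a baseline-to-mean step, whereas the labels name GCRMA without a version. The deposited log2 values were levels rather than values centred per probe set, and their medians lay between 4.88 and 4.91 on all 6 arrays. Neither the probe set definition file nor a filter was stated, and the values were used without further normalization. No detection calls were used here, so low values had no stated floor. For arrays, the number of animals limits the precision: 3 against 3 cannot give a two-sided exact p below 0.1.

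The 64 control probe sets were left out and 45037 probe sets were tested. Probe sets were matched to genes with the platform annotation: 34945 had 1 gene symbol, 932 had several and 9160 had none. Of the probe sets, 34741 matched the mouse reference gene table (GRCm38) by Entrez gene. For each of 18194 genes, the probe set with the highest mean over the 6 arrays was used, which did not look at the genotype. Differences were tested with limma (version 3.58.1) in R (version 4.3.3), with lmFit on the 2 group means, the contrast Mir137−/− minus Mir137+/+, and eBayes. The design had no covariate. A probe set or gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5. The adjustment ran over 45037 probe sets or over 18194 genes. Every fold change is given on the log2 scale as Mir137−/− minus Mir137+/+, and SE is that of the moderated fit. The p values are two-sided.

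Before the data were examined, 42 gene lists were fixed for growth hormone (GH) and IGF pathways, hepatic metabolism, stress and immune responses, liver zones and other cell types or tissues. Each of them had at least 5 measured genes. They were tested with camera at a preset inter-gene correlation of 0.01 and adjusted over the 42 lists. The same test was run with an estimated correlation, and fry was run as an alternative. A list's members were also adjusted over the list alone. The list of miR-137 targets held genes that the study names for brain or that are known targets elsewhere. Several other lists cover themes that the study had already reported for liver, partly from these arrays. Among them are GH-induced genes, xenobiotic metabolism, interferon, complement and bile acids. The study also reported Igf1, Igfals and Ghr as lowered in liver. Tests of such lists are thus not independent of its findings. Reactome sets for mouse came from the fgsea package (version 1.28.0), and the 883 sets with 10 to 300 measured genes, out of 1457, were tested with camera in the same way.

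Genes named in the text followed a rule fixed with the lists. It took the study's liver genes, the 10 named genes with the largest change in each direction among called genes with separate groups, and, in each list past the threshold, the 4 members with the smallest p among those that went in the list's direction. Called members that went the other way were thus outside the rule. It took 2 members of each other list, and 2 of each cell type list. The rule named 143 genes, of which 107 were called. Further list members and lists of called members were named after their values were seen, and are marked as such. Mir137 itself had no probe set under that name and was not analysed here, so the loss of miR-137 could not be read from these arrays.

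The alternatives were the methods' t-test with and without adjustment, limma without adjustment, no fold threshold, treat against the fold threshold, and eBayes with trend and robust. Others were quantile normalization, median centring, array weights (statmod, version 1.5.0), a filter on the 40% dimmest probe sets, leaving out probe sets ending in _s_at or _x_at, the replicate number as a block, and the mean of all probe sets of a gene. Each array was also left out in turn. Further alternatives were added after the data were seen: sex read from Xist as a term, leaving out the 2 Mir137+/+ arrays with Xist, and leaving out the 2 arrays with pancreas transcripts. Both arrays with Xist were Mir137+/+, so with sex as a term each difference is that of the 3 Mir137−/− arrays against Mir137+/+ replicate 1 alone. That array is assumed to vary like the others. All 10 splits of the 6 arrays into 3 and 3 were fitted as well. A test of genes with a miR-137 seed site in the 3′ UTR was planned and not run, because no transcript sequence was used here. The fit was tested on simulated data with 18194 genes and 3 arrays per group. It recovered 84% of 100 genes changed by 1 on the log2 scale and 99% of 100 genes changed by 2, called 4 unchanged genes, and gave 0 calls with the wrong sign. These rates describe the simulated data and are not an error rate for the real arrays. In the real comparison 2177 genes passed the adjusted p whatever the fold. Plots were drawn with Python (version 3.11.15), pandas (version 2.3.3) and matplotlib (version 3.10.9).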

Results

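Gene expression was compared in the liver of Mir137−/− and Mir137+/+ mice at postnatal day 14, with 3 arrays per genotype, to ask which hepatic transcripts differ when miR-137 is missing in the whole body. The Mir137−/− arrays correlated with each other at 0.990 to 0.991 and the Mir137+/+ arrays at 0.993 to 0.994, whereas pairs of different genotype correlated at 0.982 to 0.988 (Pearson, across probe sets, which are not independent replicates). The first principal component held 49.3% of the variance and separated the genotypes, and the second held 18%. The log2 difference between 3′ and 5′ control probe sets of Actb was 0.69 ± 0.13 in Mir137−/− and 0.75 ± 0.07 in Mir137+/+ (SD, n = 3 each), so it differed by less than the spread. For Gapdh it was -0.09 ± 0.07 in Mir137−/− and -0.01 ± 0.08 in Mir137+/+, with groups that overlapped.

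The arrays also differed in ways that the genotype does not name. Xist, the transcript that silences an X chromosome in females, was at 10.91 and 10.81 on Mir137+/+ replicates 2 and 3 and at 3.66 to 4.24 on the other 4 arrays. The Y-linked gene Eif2s3y was at 2.06 and 2.51 on those Mir137+/+ replicates and at 8.46 to 8.62 elsewhere, and Kdm5d and Uty were low on the same 2 arrays. The methods name male mice. A list of 18 skeletal muscle genes lay 3.01 above the Mir137+/+ mean (median, log2) on Mir137−/− replicate 1 and between -0.03 and 0.14 on the other arrays. Acta1, the actin of skeletal muscle, was at 11.38 on that array and at 4.68 to 5.84 elsewhere. A list of 21 pancreas genes lay at 2.54 on Mir137−/− replicate 2 and at 1.37 on Mir137+/+ replicate 2, against -0.81 to -0.49 on the others.

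**Figure D1:**
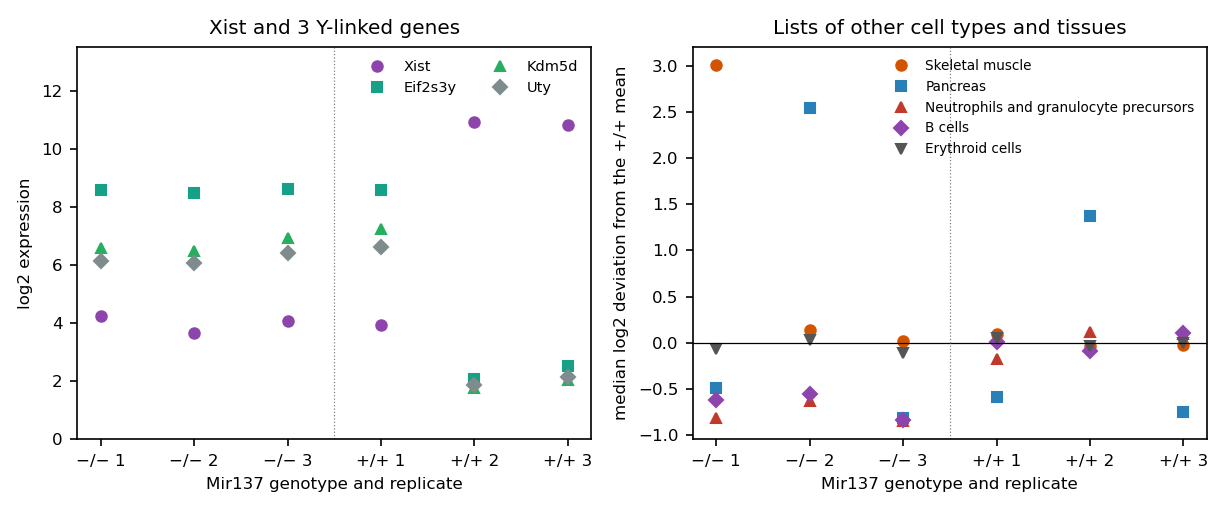
Left, log2 expression of Xist and of 3 Y-linked genes on each of the 6 arrays: Mir137+/+ replicates 2 and 3 show Xist at 10.91 and 10.81. Right, median log2 deviation of each list's members from the Mir137+/+ mean on each array: skeletal muscle genes stand out on Mir137−/− replicate 1 (3.01) and pancreas genes on replicate 2 of both genotypes (2.54 and 1.37).

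In Mir137−/− liver, 425 genes rose and 607 genes fell among 18194 genes tested (adjusted p below 0.05 and more than 1.5-fold). All 1032 called genes had groups that did not overlap. Over all genes, 32.3% had such groups, against 10% by chance. By probe set, 874 rose and 1162 fell among 45037. With sex read from Xist as a term, added after the data were seen, 184 genes rose and 259 fell, and 40.02% of the called genes were called again in the same direction. Since both arrays with Xist were Mir137+/+, this term leaves the 3 Mir137−/− arrays against Mir137+/+ replicate 1 alone, with a spread pooled over the arrays, and every value given with sex as a term rests on that array. Without the 2 Mir137+/+ arrays with Xist, 54 rose and 73 fell. Without the 2 arrays with pancreas transcripts, 228 rose and 390 fell. Among the called genes, 82 had both group means below the median of the arrays.

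Genes that GH induces in liver were lower. Igf1, the main growth factor released by liver under GH, was at 11.04 ± 0.22 in Mir137−/− and 12.42 ± 0.07 in Mir137+/+ (SD, n = 3 each), and fell by 1.38 (SE 0.12, adjusted p = 7.95e-04). Igfals, the acid labile subunit of the serum complex that holds IGF-1, fell by 1.73 (SE 0.10, adjusted p = 2.19e-04), and the GH receptor Ghr fell by 0.75 (SE 0.08, adjusted p = 0.00153). Of 10 GH-induced liver genes, 0 rose and 5 fell, the others being Egfr (-1.35) and Cish (-0.93), with a list median of -0.62 (adjusted p = 4.03e-05). With an estimated correlation the list did not pass (adjusted p = 0.257). Igfbp3, a binding protein of IGF-1, was at -0.49 (adjusted p = 0.0299), under the 1.5-fold threshold, and Socs2, the feedback inhibitor of GH signalling, was at 0.07 (SE 0.16, adjusted p = 0.842). The Socs2 difference was -0.12 without Mir137+/+ replicate 3, -0.02 without Mir137−/− replicate 3 and -0.13 with sex as a term. Adjusted over the list alone, this list gave the same 0 and 5, and counts so adjusted are given further on wherever they differ from those over all genes.

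Of 11 IGF binding proteins and IGF receptors, 3 rose and 0 fell: Igfbp1 (0.72), Igfbp2 (0.66) and Igf1r, the receptor of IGF-1 (0.61), with Igfbp5 at 0.48 without a call. Their median was 0.21 (adjusted p = 0.0148, and adjusted p = 0.291 with an estimated correlation). The list did not pass with the mean of all probe sets of a gene (adjusted p = 0.0693), and the adjusted p ran from 0.00304 to 0.291 over all alternatives. Igf1r was no longer called with that mean (0.28) or without Mir137−/− replicate 1 (0.57), Mir137−/− replicate 2 (0.58) or Mir137+/+ replicate 1 (0.51). Of 20 genes of GH receptor and JAK-STAT signalling, Irs2 rose (0.73) while Ghr and Sos1, an activator of Ras, fell (Sos1 -0.64, adjusted p = 0.819 for the list). Jak2 was at 0.07, Stat5a at -0.35 (adjusted p = 0.167) and Stat5b at -0.26 (adjusted p = 0.165). Of 28 genes of insulin and growth factor signalling, Irs2 rose and Egfr and Sos1 fell (adjusted p = 0.744). Egfr and Sos1 were no longer called with sex as a term (-1.32 and -0.53) or with the mean of all probe sets (-0.42 and -0.20), and Igfbp2 was not called with sex as a term (0.70). Of 11 male-biased GH-dependent genes, Cyp2d9 (0.63) and Cyp7b1 (0.83) rose and Nudt7 (-1.16) and Elovl3 (-0.84) fell (adjusted p = 0.818). Cyp2d9 was not called without Mir137−/− replicate 2 (0.53) or with sex as a term (0.71). Of 18 female-biased or GH-repressed genes, 2 rose and 7 fell (3 and 8 adjusted over the list alone), with Cyp2b10 at -1.67, Cyp3a16 at -1.65, Ntrk2 at -1.34 and Fmo2 at -1.23. Its median was -0.40 (adjusted p = 0.0125, and adjusted p = 0.291 with an estimated correlation), and it did not pass without dim probe sets (adjusted p = 0.0874; 0.00126 to 0.291 over all alternatives). The risers were Lepr (1.5), the leptin receptor, and Cd36 (0.63), a fatty acid carrier. Cyp3a16 was not called with sex as a term (-1.55), and Ntrk2 was not with the mean of all probe sets (-0.55). Against Mir137+/+ replicate 1 alone, the array of that genotype without Xist, the medians of the male-biased and female-biased lists were -0.12 and -0.51. Cish, Irs2, Cyp7b1, Elovl3 and Lepr were named after their values were seen.

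**Figure D2:**
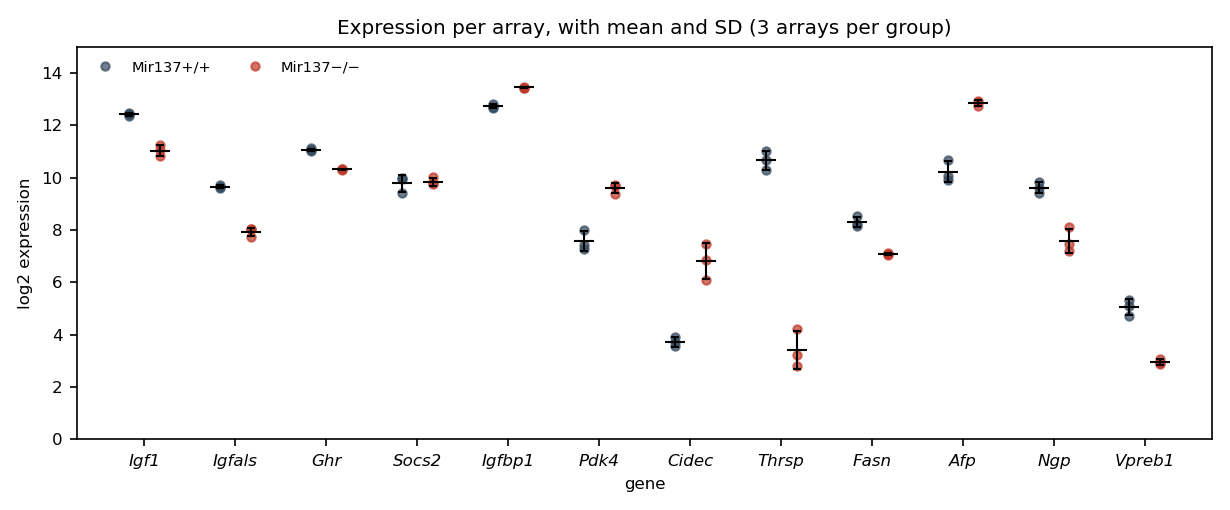
Log2 expression of 12 genes on each array (points), with the mean and SD of 3 arrays per genotype (bars). Igf1 (11.04 against 12.42), Igfals, Ghr, Thrsp, Fasn, Ngp and Vpreb1 lay lower in Mir137−/−, Igfbp1, Pdk4, Cidec and Afp lay higher, and the Socs2 groups overlapped.

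The largest rises among named genes were in Igdcc4 (3.58), Apoa4 (3.30), an apolipoprotein, Cidec (3.08), a lipid droplet protein, Adgrg2 (3.08), Cgref1 (2.79), Ces1f (2.75), Afp (2.63), the fetal serum protein, S100g (2.51), Bex2 (2.47) and Iqca (2.40). S100g was not called with sex as a term (2.58). The largest falls were in Thrsp (-7.24), a lipogenic gene induced by thyroid hormone, Orm1 (-4.04), an acute phase protein, Prodh (-3.68), which starts proline breakdown, and Clec2h (-3.52). They were followed by Cyp4f14 (-3.37), Myb (-3.11), a transcription factor of blood precursors, Cyp2f2 (-2.99), Gpt (-2.76), Pou2af1 (-2.75), a B cell coactivator, and Sucnr1 (-2.71). With the mean of all probe sets of a gene, Igdcc4 was at 1.91, Iqca at 1.17 and Thrsp at -4.36, still called, and a less bright Iqca probe set was at -0.06, so this order depends on the probe set chosen. Thrsp was at 10.66 ± 0.37 in Mir137+/+ and 3.42 ± 0.73 in Mir137−/− (SD, n = 3 each), close to the lower quartile of the arrays (3.4 to 3.47). Orm1 (2.75 ± 0.35) and Sucnr1 (2.93 ± 0.37) lay below that quartile in Mir137−/−. The folds of Thrsp, Orm1 and Sucnr1 thus depend on how low values were summarised.

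Transcripts of fasting and fat burning were higher. Of 24 fasting response genes, 11 rose and 1, Lpin1 (-0.94), fell (12 and 1 adjusted over the list alone). Pdk4, the kinase that shuts pyruvate out of oxidation, rose from 7.58 ± 0.38 to 9.60 ± 0.20 (SD, n = 3 each), by 2.02 (SE 0.19, adjusted p = 0.00108), with Vnn1 at 1.24, Cidec at 3.08 and Igfbp1 at 0.72. For the fasting list the median was 0.61 (adjusted p = 4.04e-04, and adjusted p = 0.287 with an estimated correlation). Fgf21, a hepatic fasting hormone, was at 0.80 (SE 0.26, adjusted p = 0.0881). It passed at 1.36 with sex as a term, against Mir137+/+ replicate 1 alone (adjusted p = 0.0452; 0.0452 to 0.218 over all alternatives), and was at 0.52 without that array, and Sirt1 was at -0.33 (adjusted p = 0.130). Of 29 PPARA targets and genes of fatty acid oxidation, 5 rose, Crat (0.91), Slc22a5 (0.68), Aldh3a2 (0.63), Ehhadh (0.60) and Cyp4a14 (0.59), and Pex11a fell (-0.77). Their median was 0.20 (adjusted p = 3.24e-04, and adjusted p = 0.257 with an estimated correlation), and Hadhb was at 0.55, under 1.5-fold. The median was 0.13 without the pancreas arrays. Ehhadh was not called without Mir137−/− replicate 2 (0.58), Mir137−/− replicate 3 (0.54) or Mir137+/+ replicate 3 (0.54), and Aldh3a2 was not called without Mir137+/+ replicate 3 (0.57). Neither was called with sex as a term (0.57 and 0.50). Of 24 genes of glycolysis and gluconeogenesis, Pdk4 and Ldhb (1.54), a lactate dehydrogenase subunit, rose and Slc37a4 (-0.61) fell (adjusted p = 0.517), and Ldhb was at 2.48 with the mean of all probe sets. G6pc was at 0.25, Pck1 at 0.03 and Pfkl at -0.14, with adjusted p from 0.294 to 0.884, and the glucose carriers Slc2a1 and Slc2a4 were at -0.03 and 0.03. The small differences of Pck1, Slc2a1 and Slc2a4 changed sign in some alternatives, Pck1 to -0.01 with quantile normalization. Slc2a4 was at -0.18, not called, without Mir137−/− replicate 1, the array with muscle transcripts. It was at 6.27 on that array and at 5.81 and 5.45 on Mir137−/− replicates 2 and 3. Lpin1, Slc22a5, Cyp4a14, Pex11a and Slc37a4 were named after their values were seen.

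Among 24 genes of fatty acid synthesis, Elovl6 (0.83) rose and Thrsp, Aacs (-1.40) and Fasn, fatty acid synthase, fell (adjusted p = 0.153). The list passed in fry (adjusted p = 0.0213; 0.0213 to 0.478 over all alternatives). Fasn was at 7.08 ± 0.05 against 8.30 ± 0.20 (SD, n = 3 each), and fell by 1.22 (SE 0.11, adjusted p = 9.96e-04). Of 20 cholesterol synthesis genes, Tm7sf2 (-1.21), Ebp (-0.91) and Idi1 (-0.68) fell and Hsd17b7 (0.75) rose, against 1 riser and 4 fallers adjusted over the list alone. Its median was -0.16 (adjusted p = 0.0362, and adjusted p = 0.430 with an estimated correlation), and -0.09 against Mir137+/+ replicate 1 alone. The list did not pass without Mir137−/− replicate 2 (adjusted p = 0.122) or Mir137+/+ replicate 3 (adjusted p = 0.119), nor with sex as a term (adjusted p = 0.241), quantile normalization, the filter on dim probe sets, the mean of all probe sets or without the pancreas arrays. Over all alternatives its adjusted p ran from 0.0133 to 0.430. Idi1 was not called without any 1 of 4 arrays, Mir137−/− replicates 1 (-0.71) and 2 (-0.59) and Mir137+/+ replicates 2 (-0.68) and 3 (-0.56), nor with the mean of all probe sets (-0.83) or sex as a term (-0.43). Hmgcs1 was at -0.61 (adjusted p = 0.0507) and passed without Mir137−/− replicate 3 (-0.80). Elovl6, Aacs and Hsd17b7 were named after their values were seen.

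Detoxifying enzymes and amino acid breakdown were lower. Of 59 genes of xenobiotic metabolism, 7 rose and 16 fell, with Cyp2f2 at -2.99, Aldh1a7 at -2.20, Aldh1a1 at -1.75 and Cyp2c70 at -1.28. Xenobiotic genes had a median of -0.18 (adjusted p = 1.91e-04, and adjusted p = 0.394 with an estimated correlation), and -0.31 with sex as a term. Among the risers were Gstt2 (1.78), a glutathione transferase, and Aox1 (0.98), an aldehyde oxidase. Of 39 genes of the urea cycle and amino acid catabolism, 0 rose and 5 fell (0 and 6 adjusted over the list alone): Prodh (-3.68), Gpt, alanine aminotransferase (-2.76), Kmo (-0.96), Hal (-0.93) and Asl (-0.71). Their median was -0.32 (adjusted p = 1.56e-07, and adjusted p = 0.291 with an estimated correlation). Kmo (-0.94) and Asl (-0.65) were not called with sex as a term. Of 29 genes of bile acid synthesis and transport, 4 rose and 4 fell (4 and 5 adjusted over the list alone, adjusted p = 0.517). Slc51b (0.78), Nr0b2 (0.78), Cyp7b1 (0.83) and Abcc3 (0.69) rose, and the bile acid receptor Nr1h4 (-0.78), Baat (-0.66), Slco1a4 (-0.86) and Akr1d1 (-0.68) fell. Slc51b was not called with sex as a term (0.87). Gstt2, Hal, Nr0b2, Abcc3, Baat, Slco1a4 and Akr1d1 were named after their values were seen.

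The 31 hepatocyte genes had a median of -0.12 (adjusted p = 0.0250, and adjusted p = 0.287 with an estimated correlation), with Apoa4 higher and Apoc3 (-1.26), Serpina6 (-0.95) and Cebpb (-0.68) lower, and Adh4 at -0.49, under 1.5-fold. The list did not pass without Mir137−/− replicate 2 (adjusted p = 0.0628), Mir137+/+ replicate 1 (adjusted p = 0.0862), the pancreas arrays (adjusted p = 0.056) or dim probe sets, with adjusted p from 0.00937 to 0.287 over all alternatives. Cebpb was not called without Mir137+/+ replicate 2 (-0.62), nor were Cebpb (-0.66) and Serpina6 (-1.12) with sex as a term. Of 24 genes of the pericentral zone of the lobule, 0 rose and 4 fell, Aldh1a1, Cyp1a2 (-1.17), Slc1a2 (-0.84) and Lect2 (-0.66), against 5 adjusted over the list alone (adjusted p = 0.222). Cyp1a2 was not called with sex as a term (-1.15). Of 21 periportal genes, Apoa4, Igfbp2 and Hsd17b6 (0.64) rose and Cyp2f2, Pigr (-1.86), Hal and Asl fell, and Ctsc was at -0.55, under 1.5-fold, with a median of -0.30 (adjusted p = 0.0340, and adjusted p = 0.689 with an estimated correlation). That list did not pass without Mir137−/− replicate 1 (adjusted p = 0.0854), Mir137−/− replicate 3 (adjusted p = 0.0682), Mir137+/+ replicate 1 (adjusted p = 0.0524) or Mir137+/+ replicate 2 (adjusted p = 0.0533), nor with sex as a term (adjusted p = 0.0531), fry or the filter on dim probe sets. Over all alternatives its adjusted p ran from 0.00267 to 0.689. Ctsc was called without Mir137+/+ replicate 3 (-0.59). Slc1a2, Lect2 and Hsd17b6 were named after their values were seen.

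Interferon-induced genes were lower on all 3 Mir137−/− arrays. Of 55 genes of the type I interferon response, 0 rose and 23 fell (0 and 24 adjusted over the list alone), and 50 had a negative difference. Gbp3 fell by 1.90 (SE 0.18, adjusted p = 0.00102), from 7.87 ± 0.34 to 5.97 ± 0.19 (SD, n = 3 each). Ifit1 was at -1.40, Gbp7 at -1.15 and Ifih1, a sensor of viral RNA, at -0.94. The interferon median was -0.52 (adjusted p = 1.70e-16, and adjusted p = 0.257 with an estimated correlation). Of 30 acute phase genes, 0 rose and 11 fell (1 and 11 adjusted over the list alone), with Orm1 at -4.04, Lcn2 at -1.98, Lrg1 at -1.13 and Saa4 at -1.11, and a median of -0.35 (adjusted p = 2.28e-05, and adjusted p = 0.287 with an estimated correlation). That median was -0.20 with the mean of all probe sets, and by array the acute phase list lay at -0.50, -0.14 and -0.44 on Mir137−/− replicates 1, 2 and 3. Of 48 genes of complement and coagulation, 0 rose and 7 fell (0 and 8 adjusted over the list alone). C9 and C8b, which build the membrane attack complex, were at -2.08 and -1.14, and the lectin pathway genes Mbl1 and Masp1 were at -0.87 and -0.72. Their median was -0.08 (adjusted p = 0.00221, and adjusted p = 0.257 with an estimated correlation). The fall of Masp1 was that of its brightest probe set. Less bright ones were at 0.33 and 0.22 without a call, and the mean of all Masp1 probe sets was at -0.07.

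Neutrophil and B cell transcripts were lower in Mir137−/− liver. Of 18 genes of neutrophils and granulocyte precursors, 0 rose and 8 fell (0 and 10 adjusted over the list alone), and all 18 had a negative difference. Ngp, a granule protein, fell by 2.03 (SE 0.22, adjusted p = 0.00172), from 9.62 ± 0.21 to 7.59 ± 0.46 (SD, n = 3 each), and Chil3 was at -2.68, S100a8 at -1.57 and Prtn3 at -1.29. Their median was -0.73 (adjusted p = 9.59e-10, and adjusted p = 0.287 with an estimated correlation), and it was -0.45 against Mir137+/+ replicate 1 alone and -1.29 without dim probe sets. Of 18 B cell genes, 0 rose and 11 fell, with Vpreb1 (-2.08) and Igll1 (-1.32), which form the surrogate light chain of B cell precursors, Vpreb3 (-1.21) and Ighm (-1.06). The B cell median was -0.70 (adjusted p = 1.16e-07, and adjusted p = 0.261 with an estimated correlation). With the mean of all probe sets Ighm was not called (-0.18) and Igll1 was at -0.64. Of 21 erythroid genes, 0 rose and 2 fell, Car1 (-0.65) and Hemgn (-0.75), with a median of -0.02 (adjusted p = 0.630). Car1 was not called without Mir137−/− replicate 2 (-0.58) or Mir137+/+ replicate 1 (-0.58). Hemgn, dim on all arrays, was not called without Mir137−/− replicate 1 (-0.71), Mir137−/− replicate 3 (-0.64), Mir137+/+ replicate 2 (-0.75) or Mir137+/+ replicate 3 (-0.63), nor with sex as a term (-0.52). Of 22 genes of T and NK cells, 0 rose and 1, Gzma (-0.96), fell (adjusted p = 0.427), and it was not called with sex as a term (-0.94). Ncr1 was at -0.39, under 1.5-fold. Of 25 genes of Kupffer cells and macrophages, 0 rose and 0 fell in limma (adjusted p = 0.627), with Cd5l at 0.33 and Ctss at -0.27.

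Genes of the fetal liver were higher. Of 27 fetal and imprinted growth genes, 8 rose and 1, Cd24a (-1.81), fell. Afp was at 12.87 ± 0.11 against 10.23 ± 0.40 (SD, n = 3 each), a rise of 2.63 (SE 0.19, adjusted p = 3.86e-04). Bex1 was at 2.01, Gpc3, a growth-restraining glypican, at 1.60 and the imprinted Peg3 at 1.46, or 0.90 with the mean of all probe sets. For these genes the median was 0.16 (adjusted p = 3.12e-04, and adjusted p = 0.306 with an estimated correlation), 0.29 with sex as a term and 0.28 without the pancreas arrays. Cd24a was named after its values were seen.

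Among other cell types, 2 of 29 endothelial genes rose and 0 fell, Adgrg6 (0.82) and Rspo3 (0.66), a Wnt enhancer. The list median was 0.14 (adjusted p = 0.00221, and adjusted p = 0.306 with an estimated correlation), and Cldn5 and Kdr were at 0.53 and 0.48. Cldn5 was called without Mir137+/+ replicate 2 (0.60) and with sex as a term (0.72). Rspo3 was not called without Mir137−/− replicate 1 (0.66), Mir137−/− replicate 3 (0.62), Mir137+/+ replicate 1 (0.51) or Mir137+/+ replicate 2 (0.70), and Adgrg6 was not called without any 1 of 5 arrays (0.69 to 0.88), every array but Mir137−/− replicate 3. Neither was called with the mean of all probe sets (0.34 and 0.51), nor was Adgrg6 with sex as a term (0.70). Of 34 genes of stellate cells and fibroblasts, Gpc3, Fbln2 (0.84) and Rgs5 (0.80) rose and Lrat (-0.67) fell (adjusted p = 0.333). Of 20 cholangiocyte genes, Krt18 (0.96) rose and Pkhd1 (-1.45) fell (adjusted p = 0.167). Fbln2 (0.72) and Krt18 (0.87) were not called with sex as a term, nor was Fbln2 with the mean of all probe sets (0.38). Of 12 adipose genes, Cidec, Pparg (1.36), the regulator of fat storage, and Cd36 (0.63) rose and Car3 (-1.71) fell, with a median of 0.29 (adjusted p = 0.00962, and adjusted p = 0.374 with an estimated correlation). The adipose list did not pass without Mir137−/− replicate 1 (0.17, adjusted p = 0.155), the array with muscle transcripts, its median was 0.53 without Mir137−/− replicate 3, and its adjusted p ran from 0.00156 to 0.374 over all alternatives. Cd36 was not called without Mir137−/− replicate 2 (0.56) or Mir137+/+ replicate 2 (0.55), with the mean of all probe sets (0.49) or with sex as a term (0.61), and Aqp7 (0.51) passed without Mir137−/− replicate 1 (0.62) and with the mean of all probe sets (1.04). The 18 skeletal muscle genes had a median of 0.99 (adjusted p = 0.00575, and adjusted p = 0.726 with an estimated correlation), which rested on Mir137−/− replicate 1, since the median was 0.09 (adjusted p = 0.128) without it (1.35e-04 to 0.726 over all alternatives). In limma 0 of them rose and 0 fell, with Myh2 at 1.38, Mb at 0.99 and Ttn at 0.75. Of 21 pancreas genes 0 rose and 0 fell in limma (median 0.38, adjusted p = 0.362), with Spink1 at 1.05 and Gcg at 0.44, and their median was -0.69 without Mir137−/− replicate 2 and 1.06 (adjusted p = 0.00938; 0.00919 to 0.954 over all alternatives) without Mir137+/+ replicate 2. The pancreas list passed with the replicate block as well (adjusted p = 0.00919), and Spink1 (1.05) was called with that block. Spink1 ran from 0.56 to 1.47 and Gcg from 0.22 to 0.62 over all alternatives. Rgs5 and Lrat were named after their values were seen.

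**Figure D3:**
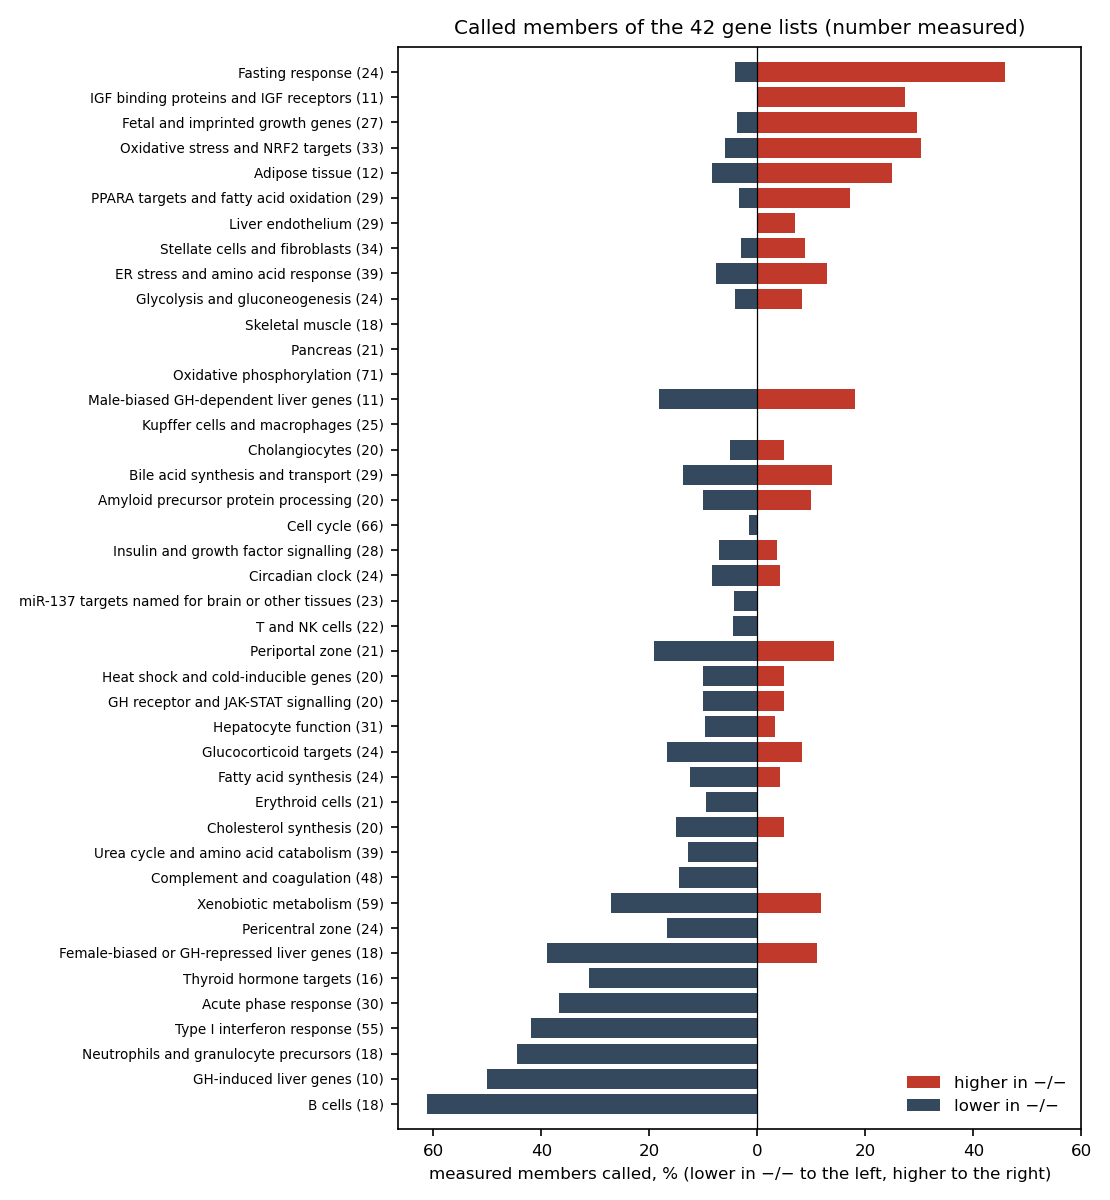
Share of the measured members of each of the 42 lists that were called in Mir137−/− liver, in percent, lower to the left and higher to the right, with the number measured in parentheses. Fasting response genes (11 of 24) rose and B cell genes (11 of 18), GH-induced genes (5 of 10) and interferon genes (23 of 55) fell.

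In all, 23 of the 42 lists passed, 9 higher and 14 lower in Mir137−/−, and 0 passed with an estimated correlation (lowest adjusted p = 0.257). Of 883 Reactome sets, 7 passed. Those lower were Tryptophan catabolism (median -0.48, adjusted p = 0.0375), Phase 1 functionalization of compounds (-0.14, adjusted p = 0.0375), Xenobiotics (-0.15, adjusted p = 0.0375), Pyrimidine catabolism (-0.26, adjusted p = 0.0375), Interferon gamma signaling (-0.13, adjusted p = 0.0416) and Branched-chain amino acid catabolism (-0.23, adjusted p = 0.0487). Eukaryotic Translation Termination was higher (0.08, adjusted p = 0.0487). For all 7 the adjusted p was 0.984 with an estimated correlation. Without Mir137−/− replicate 2, 0 sets passed, and without Mir137+/+ replicate 1 0 sets passed, while 14 passed without Mir137−/− replicate 3. Eukaryotic Translation Termination also missed the threshold without Mir137−/− replicate 1 or Mir137+/+ replicate 2, Branched-chain amino acid catabolism without Mir137−/− replicate 1, and Interferon gamma signaling without Mir137−/− replicate 3. With sex as a term, Eukaryotic Translation Termination (adjusted p = 0.0809; 0.0400 to 0.984 over all alternatives) and Interferon gamma signaling (adjusted p = 0.0630; 0.0258 to 0.984) did not pass. With quantile normalization Interferon gamma signaling, Pyrimidine catabolism, Branched-chain amino acid catabolism and Eukaryotic Translation Termination did not pass (adjusted p from 0.0551 to 0.0671), and without dim probe sets the first 3 of these did not (adjusted p from 0.0817 to 0.0825). Over all alternatives the lowest adjusted p of these 4 sets was 0.0258, 0.0149, 0.0158 and 0.0400. Without the pancreas arrays Phase 1 functionalization of compounds, Xenobiotics, Pyrimidine catabolism and Eukaryotic Translation Termination did not pass (adjusted p from 0.0577 to 0.150). Without the 2 Xist arrays Eukaryotic Translation Termination and Interferon gamma signaling did not pass (adjusted p = 0.110 and 0.0596). The Xenobiotics median was -0.31 and the Phase 1 median -0.26 without dim probe sets, and the Xenobiotics median was -0.29 without Mir137−/− replicate 3. With the replicate number as a block 0 sets passed.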

Values the study reported

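The study reported 1225 genes with higher and 1539 genes with lower expression in the liver of Mir137−/− mice, at p < 0.05 and a fold change over 1.5. It clustered the liver arrays with these 2764 genes.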

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

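The weighing of sex, of RNA labelling, of blood content and of neighbouring genes used tests chosen after the results were seen, and the splits of the arrays were planned. The control probe sets of Gapdh, which were left out of the comparisons, were 0.19 higher in Mir137−/− than in Mir137+/+ (12.21 ± 0.02 against 12.02 ± 0.08, log2, SD, n = 3 each), with groups that did not overlap. Gapdh is an endogenous transcript, and no explanation was tested for it.

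The number of called genes was 1032 in the real split, and 2036 probe sets were called. The highest of the other splits called 0 of either, so 1 of 10 splits gave as many, and 10 splits are too few for a share under 0.05. Female liver on 2 of the 3 Mir137+/+ arrays is argued against as the whole cause. Among 877 genes called between Mir137−/− and those 2 arrays, the Mir137+/+ array without Xist had a median position of 0.94 (quartiles 0.78 and 1.10), where 0 is the Mir137−/− mean and 1 the mean of the 2 arrays. A difference in RNA labelling could contribute and cannot be told apart from genotype, because the Thr poly-A spike-in was at -0.68, Dap at -0.28 and 18S rRNA at -1.48, while the Lys (-0.25) and Phe (-0.29) groups overlapped and the hybridisation spike-ins BioB, BioC and BioD were at 0.22, 0.20 and 0.12, also overlapping.

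The lower neutrophil and B cell transcripts were weighed against blood and sex. Less blood in Mir137−/− liver is argued against: of the members above the arrays' median level, the 8 erythroid genes had a median of 0.01, 1.41 above that of the 12 neutrophil genes (-1.40), and the 12 B cell genes had -0.75. Over all members the medians were -0.02, -0.73 and -0.70, and Car1 (-0.65) and Hemgn (-0.75), dim erythroid genes, fell. The 8 brighter erythroid genes ran from -0.34 (Slc4a1) to 0.39 (Fech), with Alas2 at 0.04 and Klf1 at -0.07. How well they gauge blood content was not tested, so the argument holds only as far as they do. Sex is argued against as the whole cause, since the Mir137+/+ array without Xist had a median position of 0.78 over 17 of these genes (quartiles 0.73 and 0.87). The number of these cells was not measured, so fewer cells, a change of expression within them and RNA labelling stay open. No biological explanation other than blood content and sex was tested.

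Genes next to Mir137 changed as well, in both directions. Of the 10 nearest measured genes, 4 passed the adjusted p: Snx7 (0.44), Ptbp2 (0.86) and Rwdd3 (0.90) were higher and Dpyd (-0.50) was lower, and Ptbp2 and Rwdd3 were called. Less bright probe sets differed in part. For Ptbp2 it was at 0.43 (adjusted p = 0.377), and for Rwdd3 they were at 0.61 (adjusted p = 0.0144) and 0.05 (adjusted p = 0.878). For Dpyd they were at -0.61 (adjusted p = 0.0104) and 0.00 (adjusted p = 0.992). These 4 genes were named after their values were seen. As many as these 4 were found in 3.29% of 17841 runs of 10 neighbouring genes. Of the 20 nearest genes 6 passed the adjusted p, with as many in 4.05% of runs of 20. Of the 40 nearest genes 8 passed, with as many in 12.2% of runs of 40. Clusters as found elsewhere in the genome thus cannot be told apart from a local effect, because the window size decides. Sequence left from the embryonic stem cell strain and an effect of the deletion stay open and were not tested.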

How the results depend on the processing

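The alternatives on sex and on pancreas transcripts were chosen after the data were seen and the others were planned. With the methods' t-test after adjustment, 196 probe sets were higher and 279 lower, and 182 and 284 genes. Without a fold threshold the counts were 1517 and 1964 probe sets, and 921 and 1256 genes. With treat they were 100 and 164 probe sets, and 49 and 90 genes. With sex as a term, which sets the 3 Mir137−/− arrays against Mir137+/+ replicate 1 alone, they were 289 and 353 probe sets, 184 and 259 genes, and 11 Reactome sets. Without the 2 Mir137+/+ arrays with Xist they were 125 and 157 probe sets, and 54 and 73 genes, with the lone Mir137+/+ array assumed to vary like the others. Without the 2 pancreas arrays they were 393 and 574 probe sets, and 228 and 390 genes, with fewer arrays fitted. Reactome sets past the threshold numbered 3 with quantile normalization, 4 without dim probe sets, 0 with the replicate block, 13 with the mean of all probe sets and 0 with an estimated correlation, with which 0 lists passed. Except for fewer arrays and the stricter tests, the cause was not tested. Leaving out 1 array at a time gave 649 to 948 probe sets higher and 836 to 1251 lower, 345 to 494 genes higher and 472 to 640 lower, 20 to 23 lists and 0 to 14 Reactome sets. The other 81 counts stayed within 1.5 times the reported one.

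For named genes, 1478 values by setting kept direction and side of the threshold, 75 fell short of it, 11 newly passed it and 9 small uncalled values moved. A change of sign counted as a reversal only for called values, and 0 called genes reversed. For lists and Reactome sets these numbers were 596, 102, 13 and 16. Whether the replicate numbers pair the arrays stays open. Deviations from the group mean correlated at only 0.08, 0.21 and 0.00. On the other hand, 2 of 3 Mir137−/− arrays correlated best with their own number. Pancreas transcripts also stood out on replicate 2 of both genotypes (2.54 in Mir137−/− and 1.37 in Mir137+/+). With the replicate block 411 genes were higher and 588 lower, and 25 lists passed. With sex as a term, 80 of the 107 called named genes were called again and 27 were not, with 1 array on the Mir137+/+ side. The seed site test and its alternatives were not run. Dim signal limits 51 called genes, whose lower group mean lay under the lower quartile of the arrays, so their folds may depend on the summarization. Without dim probe sets 421 genes were higher and 572 lower, and 18 lists passed.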

Other observations

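The tests of these lists and the splits of the arrays were planned, whereas the alternatives with sex as a term were chosen after the data were seen and rest on Mir137+/+ replicate 1 alone on the Mir137+/+ side. Targets of NRF2, the regulator of antioxidant genes, were higher in Mir137−/− liver. Of 33 such genes, 10 rose and 2 fell, with Cbr1 at 1.0, Aox1 at 0.98, Srxn1 at 0.97 and Ephx1 at 0.93. Their median was 0.24 (adjusted p = 0.00151, and adjusted p = 0.287 with an estimated correlation). Gpx1 (-0.77) and Nfe2l2 (-0.88), the gene of NRF2 itself, fell. Of 39 genes of ER stress and the amino acid response, 5 rose and 3 fell (6 and 4 adjusted over the list alone). Vldlr (2.35), a lipoprotein receptor, Asns (1.52) and Psat1 (1.42), enzymes of amino acid synthesis, Trib3 (0.86) and Eif4ebp1 (0.66) rose, while Edem1 (-0.64), Shmt2 (-0.60) and Cebpb (-0.68) fell. The list median was 0.19 (adjusted p = 0.0081, and adjusted p = 0.430 with an estimated correlation), it was 0.30 without Mir137−/− replicate 3, and it did not pass in fry (adjusted p = 0.0727; 0.00156 to 0.430 over all alternatives). Of 24 glucocorticoid targets, Gadd45a (0.68) and Sgk1 (0.91) rose and Lcn2, Tsc22d3 (-0.97), Bcl6 (-1.54) and Fkbp5 (-0.60) fell, and Sult1a1 was at -0.49, with a median of -0.20 (adjusted p = 0.0273, and adjusted p = 0.430 with an estimated correlation). That list did not pass without Mir137−/− replicate 1 (adjusted p = 0.0766) or Mir137−/− replicate 3 (adjusted p = 0.0588), nor without dim probe sets (adjusted p = 0.0884), with the mean of all probe sets (adjusted p = 0.156) or with sex as a term (adjusted p = 0.0503), its median was -0.34 without the pancreas arrays, and its adjusted p ran from 0.00486 to 0.430 over all alternatives. Trib3 (0.92) and Bcl6 (-1.4) were not called with sex as a term, at folds close to the reported ones, Bcl6 was at -0.90 with the mean of its probe sets, and Tsc22d3 was not with the mean of its probe sets (-0.55). Gpx1, Nfe2l2, Eif4ebp1, Edem1, Shmt2, Gadd45a, Sgk1 and Fkbp5 were named after their values were seen.

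Of 16 thyroid hormone targets, 0 rose and 5 fell (1 and 6 adjusted over the list alone): Thrsp (-7.24), Aldh1a1 (-1.75), Upp2 (-1.38), Dio1, which activates the hormone (-0.99), and Slc16a10 (-0.95). The list did not pass (-0.07, adjusted p = 0.0772), and it passed without Mir137−/− replicate 3 (adjusted p = 0.0487), without Mir137+/+ replicate 3 (adjusted p = 0.0213), with the mean of all probe sets (adjusted p = 0.0362), without the 2 Mir137+/+ arrays with Xist (adjusted p = 0.0464) and in fry (0.00275 to 0.291 over all alternatives). Of 20 heat shock and cold-inducible genes, Cirbp (1.31), the cold-inducible RNA binding protein, rose and Hsph1 (-1.45) and Chordc1 (-0.86) fell (adjusted p = 0.0817), and the list passed without Mir137−/− replicate 1 (adjusted p = 0.0299) and with the mean of all probe sets (adjusted p = 0.0481; 0.0299 to 0.430 over all alternatives). In limma 0 of 71 genes of oxidative phosphorylation were called, and 0 adjusted over the list alone, with Ndufc2 and Ndufs8 at -0.38, Cox5a at -0.36 and Atp5k at -0.35, while 60 had a negative difference and the median was -0.10 (adjusted p = 0.00173, and adjusted p = 0.693 with an estimated correlation). That list did not pass in fry (adjusted p = 0.0794; 7.21e-05 to 0.693 over all alternatives). Of 66 cell cycle genes, 0 rose and 1, Ccne2 (-1.03), fell, while Lig1 was at 0.54 under 1.5-fold (0 and 0 adjusted over the list alone, adjusted p = 0.130). The cell cycle median was -0.09, it was -0.29 (adjusted p = 1.24e-05) without Mir137−/− replicate 3 and -0.22 (adjusted p = 0.00128) without Mir137+/+ replicate 1, it passed with the replicate block (adjusted p = 0.0141), and it was 0.06 with sex as a term (adjusted p from 1.24e-05 to 0.903 over all alternatives). Lig1 was called without Mir137−/− replicate 1 (0.62) or Mir137+/+ replicate 2 (0.60). Ccne2 was not called without Mir137+/+ replicate 2 (-1.03) or 3 (-0.94), nor with sex as a term (-0.85). Of 24 clock genes, Nr1d1 (0.89) rose and Usp2 (-1.09) and Cry1 (-0.63) fell (2 and 3 adjusted over the list alone, adjusted p = 0.639). Of 20 genes of amyloid precursor protein processing, App (0.75) and Aplp1 (1.10) rose and Aph1a (-0.75) and Mme (-1.32) fell (adjusted p = 0.845). App was not called with the mean of its probe sets (0.49), and Aph1a was not with that mean (-0.52). With sex as a term Aph1a (-0.71) and Cry1 (-0.49) were not called. Cry1 was also not called without Mir137−/− replicate 3 (-0.55) or Mir137+/+ replicate 3 (-0.58). Of 23 miR-137 targets named for brain or other tissues, some of them by the study, 0 rose and 1, Ezh2 (-0.90), fell, while Epha7 was at 0.32 (adjusted p = 0.0400), under 1.5-fold (adjusted p = 0.748 for the list), and Ezh2 was not called with sex as a term (-0.67). Median, mean and test differed in sign for this list, for GH receptor and JAK-STAT signalling and for insulin and growth factor signalling. Upp2, Dio1, Slc16a10, Hsph1, Nr1d1, Aplp1 and Mme were named after their values were seen.

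Lists past the threshold numbered 23 in the real split and 15 in the highest of the other splits, so 1 of 10 splits gave as many. Of these 23 lists, 10 had as small a p in another split: cholesterol synthesis, hepatocyte function, urea cycle and amino acid catabolism, periportal zone, ER stress and amino acid response, glucocorticoid targets, oxidative phosphorylation, liver endothelium, adipose tissue and skeletal muscle. For Reactome sets the real number was 7 and the highest other 66, and 6 of 10 splits gave as many. With 10 splits no share can fall under 0.05. The split with 66 sets put Mir137−/− replicates 1 and 2 with Mir137+/+ replicate 1. Both arrays with Xist were on its other side, and genotype was not balanced between the sides. By array, the cell cycle list lay at -0.32, -0.25 and -0.21 on the named arrays, in that order. It lay at 0.18 on Mir137−/− replicate 3 and at 0.06 and 0.15 on Mir137+/+ replicates 2 and 3. Which of these differences accounts for the 66 sets was not tested.

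By gene, 425 rose and 607 fell at an adjusted p, and 486 and 654 at an unadjusted p with the same fold. Both counts are lower than those quoted from the study above. By probe set, 874 rose and 1162 fell at an adjusted p, 1037 and 1322 at an unadjusted p in limma, and 924 and 1210 with the methods' t-test unadjusted. These are lower as well, but nearer. The study's results name a plain p and its methods a false discovery rate, and it speaks of probes as well as of genes, so the unit of its counts stays open. The study described xenobiotic metabolism, the interferon-alpha response, complement and bile acid metabolism as enriched toward higher expression in Mir137−/− liver. The nearest lists here, which are not the gene sets of the study, had medians of -0.18 (xenobiotic metabolism), -0.52 (type I interferon response), -0.08 (complement and coagulation) and -0.13 (bile acid synthesis and transport, adjusted p = 0.517). The study found Socs2 lowered by quantitative PCR. Its difference was 0.07 on these arrays, and less bright Socs2 probe sets were at -0.19 and -0.01. The study also reported reduced Slc2a4 expression. The Slc2a4 difference was 0.03 here and -0.18 without Mir137−/− replicate 1, neither of them called.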
